A study of Homo sapiens with 2 samples. Its data were reported in "Transcriptome Profiling of N7-Methylguanosine Modification of Messenger RNA in Drug-Resistant Acute Myeloid Leukemia" (2022).

How the data were processed

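mRNA levels were measured by RNA sequencing in HL60 and HL60/MX2 cells, with 1 library per cell line. HL60 is a human promyelocytic leukaemia line, and HL60/MX2 is a derivative of it that the labels describe as drug-resistant. The libraries were grouped by cell line as given in the labels. The labels name both selection of mRNA with oligo(dT) beads and removal of ribosomal RNA, followed by a stranded total RNA kit and paired-end sequencing, so it is open which selection step the 2 libraries went through. mRNAs without a poly(A) tail, such as those of replication-dependent histones, are kept or lost depending on that step. Libraries of m7G immunoprecipitation were not analysed here.

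According to the submitters' processing notes and the study's methods, reads were trimmed with cutadapt 1.9.3, aligned with HISAT2 2.0.4 to the human genome build hg19 and summarised per gene with Cuffdiff 2.2.1, part of Cufflinks. The FPKM values (fragments per kilobase of transcript, scaled to the size of the library) were computed by the authors with Cuffdiff from estimates per transcript, which makes them depend on how fragments were divided among the transcripts of a gene. The library scaling used in that step is not given in the sources used here. The estimated counts per gene were deposited by the authors beside the FPKM values, and are scaled counts: within a library, the values of most genes are whole multiples of a constant step, which was 1.15753 in HL60 and 0.88021 in HL60/MX2. Counts were divided by that step to obtain fragments. After this, 88.0% of genes above 0 in HL60 and 86.5% in HL60/MX2 held a whole number of fragments within 0.02. For the others the fragments were divided between overlapping or similar genes, or their number was too large for the rounding of the step to show. Values of genes with divided fragments are uncertain. This applies to the genes marked so in the text, and also to CEBPA, LIG1, MCM4, MCM5, MT-ATP6 and MT-CO2. The table used here holds FPKM and counts for 20307 genes, all annotated as protein-coding, and no test columns were used.

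Genes were called detected at 0.5 FPKM or more in at least 1 library, as in the study's screen, which left 11809 genes. The log2 ratio was the log2 of HL60/MX2 FPKM + 1 minus the log2 of HL60 FPKM + 1. The pseudocount of 1 FPKM makes the ratio smaller for genes at low levels. Genes with a ratio at or beyond 2-fold were counted as higher or lower. With 1 library per line there is no replicate check of any difference, so no test was run and no p-value is given. Fold differences of single genes were computed from the scaled counts, with an exact 95% interval from the binomial split of the fragments of a gene between the libraries. These intervals cover counting error only, and they say nothing about variation between cultures. Fragments amplified by PCR are not independent molecules, so the intervals may be too narrow even for counting error. Where a library held 0 fragments of a gene, the fold was computed against 3 fragments in that library and used as an approximate lower limit. The exact 95% interval starts below this value. For haptoglobin (HP) it starts at 710-fold, where 3 fragments give 874-fold.

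A total of 38 gene lists were fixed before the data were examined. Among other things they covered ABC transporters, DNA topoisomerases, m7G, m6A and m5C machinery, granule and maturation genes, markers of blood and other cell types, transcription factors, apoptosis, DNA repair, cell cycle, drug and nucleoside metabolism, transport and energy metabolism, cholesterol synthesis, interferon response, antigen presentation, cytokines, adhesion, stress response, ribosomal, mitochondrial and histone mRNAs, housekeeping genes, axonemal dynein and cilium genes, and the genes that the study tabulated as most up- or down-methylated. For each list with at least 5 detected members, the median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from detected genes matched on decile of mean expression. This percentile describes the 2 libraries and is not a p-value. The medians of lists with members at 0 fragments were also computed without a pseudocount, with those members at their limit of 3 fragments. Genes named in the text were set by a rule written at the same time: the 15 highest and 15 lowest ratios among genes at 5 FPKM or more in at least 1 library, up to 4 members of each list with the largest absolute ratio, 12 genes including topoisomerases, drug efflux pumps, m7G writers and MYC, and the detected members of the lists of tabulated genes. Other genes named in the text, including examples from the genomic blocks and members completing a count of 5 or fewer, were chosen after their values were seen.

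Gene positions came from the GENCODE annotation of the same build, which matched 19623 genes (96.6%), all overlapping the locus given in the deposited table. Genes at 1 FPKM or more in at least 1 library were placed in order along the chromosomes, and the median ratio of each window of 25 neighbouring genes was compared with 1000 random orders of the genes. An upper and a lower limit were set separately, so that 95% of random orders stayed within each. Runs of windows beyond either limit were joined into blocks. The pathway annotation in the deposited table was used after the data were seen, for the 218 pathways with at least 15 detected genes and 2000 random lists each.

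Alternatives were other pseudocounts, other filters on low values, 3 rescalings of the libraries, other fold thresholds, other window sizes and filters, and the most abundant genes without mitochondrially encoded genes. Scaled counts in place of FPKM, genes with whole fragments only and folds without a pseudocount were added after the data were seen. FPKM was kept as the main unit although counts were present, because the study screened on FPKM. The procedures were tested on simulated libraries: of 200 genes changed 4-fold or 8-fold among 11809, 100% were recovered in each direction, 0.0517% of unchanged genes were called, and 4% of unchanged lists fell outside the central 95% of random lists. The simulated libraries differed only by counting noise apart from the changed genes, which had a mean of 5 FPKM or more. The figure of 0.0517% leaves out variation between cultures and library preparations, so it is not the rate of false calls in the real comparison. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.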

Results

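Gene expression was profiled by RNA sequencing in HL60 cells and in HL60/MX2 cells, a derivative of HL60 known for resistance to mitoxantrone, a drug that poisons type II DNA topoisomerases. The comparison asked which mRNAs differ between the drug-resistant line and its parent. There was 1 library per line, with 10971927 fragments assigned to genes in HL60 and 14682972 in HL60/MX2. Differences therefore have no replicate check, no p-value is given, and intervals cover counting error only. "Higher" and "lower" refer to HL60/MX2 cells compared with HL60 cells throughout, and "within 2-fold" to the ratio of FPKM + 1.

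The expression program of maturing neutrophils and monocytes was far lower in HL60/MX2 cells than in HL60 cells, while MYC was higher and the list of chaperone and stress response genes was shifted upwards. The calcium-binding alarmins S100A8 and S100A9, which were the most abundant mRNAs in HL60, went from 6912 to 26.3 FPKM and from 6224 to 71.1 FPKM. The surface receptor CD44 went from 261 to 0.534 FPKM. TOP2B, encoding topoisomerase II beta, went from 131 to 11.6 FPKM, and MYC from 166 to 634 FPKM. Of 11809 detected genes, 657 (5.56%) were at least 2-fold higher, 1771 (15%) were at least 2-fold lower and 9381 were within 2-fold. At 4-fold the counts were 101 higher and 597 lower. The median log2 ratio of all detected genes was -0.07, with quartiles of -0.63 and 0.39, and that of the 7947 genes at 5 FPKM or more in both libraries was 0.03.

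**Figure D1:**
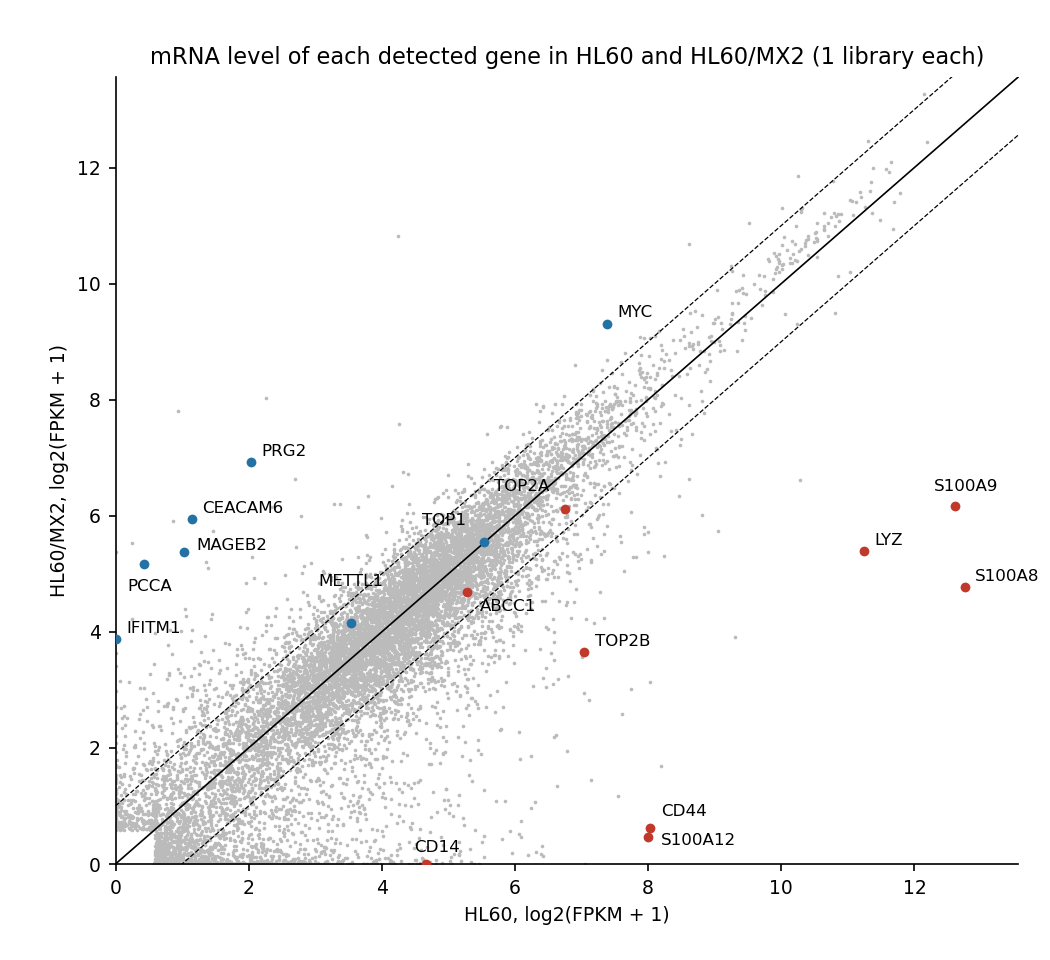
mRNA level of each of the 11809 detected genes, as log2(FPKM + 1) in HL60 on the x axis and in HL60/MX2 on the y axis, 1 library each. The solid line marks equal levels and the dashed lines a 2-fold difference, and labelled genes are coloured red where lower and blue where higher in HL60/MX2. More genes lie far below the lower dashed line than above the upper one, with 597 genes at least 4-fold lower and 101 at least 4-fold higher.

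Among the topoisomerases, TOP2B was the only one beyond 2-fold. TOP2B (ENSG00000077097, chromosome 3, 25639469 to 25706400 in hg19) had 5932 fragments in HL60 and 538 in HL60/MX2, a scaled count 14.5-fold lower (interval 13.3 to 15.9). TOP2A, the isoform tied to proliferation, was 1.56-fold lower (1.51 to 1.62), at 107 and 68.1 FPKM. TOP1 was at 45.6 FPKM in HL60 and 45.9 FPKM in HL60/MX2, a count ratio of 1.01 with an interval of 0.951 to 1.07. The other 3 detected topoisomerases, TOP3A, TOP3B and TOP1MT, were within 2-fold. The median of the 6 topoisomerases was -0.20 (percentile 13.7, -0.30 to -0.12 among the alternatives), and their mean was -0.70. Of 24 detected ABC transporters, 3 were lower and 1 was higher, with a median of -0.31 (percentile 31.3; -0.37 with the 2 members at 0 at their limit). The lower ones were ABCA7 (11.4 to 0.665 FPKM, 20.1-fold by count, with part of its fragments divided), the cholesterol exporter ABCA1 (11.8 to 0.848 FPKM, 12.8-fold by count) and the peptide transporter TAP1 (13.4 to 1.30 FPKM), and ABCA3 went from 0.437 to 2.42 FPKM. Of the pumps best known from multidrug resistance, ABCB1 (P-glycoprotein) had 0 fragments in both libraries and ABCG2 had 3 in HL60 and 2 in HL60/MX2, so no difference was detectable at this depth. ABCC1 (MRP1) was at 37.9 and 24.7 FPKM, and part of its fragments were divided with another gene in HL60/MX2.

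Genes of neutrophil maturation and monocyte markers were mostly lower. Of 26 detected genes of secondary and tertiary granules and neutrophil maturation, 20 were lower, 1 was higher and 5 were within 2-fold, with a median log2 ratio of -2.89 (percentile 0). S100A8 was 269-fold lower (226 to 321) and S100A9 87.6-fold lower (79.8 to 96.4). S100A12 had 1013 fragments in HL60 and 2 in HL60/MX2, a ratio of 666 with an interval of 184 to 5508. The chitinase-like protein CHI3L1 went from 633 to 14.1 FPKM, with part of its fragments divided with another gene. The higher member was CEACAM6, a cell surface glycoprotein, at 1.21 and 60.5 FPKM, 50-fold higher (36.5 to 70.5). Monocyte and macrophage markers were lower in 14 of 16 cases, higher in 0 and within 2-fold in 2, with a median of -2.36 (percentile 0). The transcription factor IRF8 went from 45.4 to 0.0872 FPKM and the lysosomal protein CD68 from 41.0 to 0.494 FPKM. The lipopolysaccharide co-receptor CD14 had 435 fragments in HL60 and 0 in HL60/MX2, 191-fold lower against 3 fragments (exact interval from 154-fold). With members at 0 placed at their limit of 3 fragments and no pseudocount, the medians were -4.54 for the maturation genes and -5.56 for the monocyte markers.

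Primary granule proteins, which are made earlier in the lineage, went both ways: 5 were higher, 4 lower and 10 within 2-fold of 19 detected, with a median of 0.31 (percentile 91.3). Cathepsin G (CTSG) went from 8.77 to 73.0 FPKM, and myeloperoxidase (MPO) from 1214 to 3683 FPKM. PRSS57 went from 0.980 to 7.45 FPKM. The defensins DEFA3 (17.9 to 1814 FPKM) and DEFA1 (1.95 to 8.73 FPKM) were the other higher members, and as near-identical copies they share reads, so the level of each is uncertain. The lower members were lysozyme (LYZ, 2426 to 41.1 FPKM), neutrophil elastase (ELANE, 20.1 to 1.57 FPKM), BPI (51.6 to 19.0 FPKM) and PRTN3 (152 to 64.0 FPKM). Part of the LYZ fragments in HL60/MX2 were divided with another gene. Of 31 myeloid transcription factors, 13 were lower and 1, MYC, was higher, with a median of -0.71 (percentile 0.01; -0.77 with the member at 0 at its limit). MYC was 3.77-fold higher (3.65 to 3.89). The repressor BCL6 went from 29.6 to 1.16 FPKM, and ID1, JUN and IRF1 were 17.5, 16.7 and 21.9 FPKM in HL60 against 1.64, 2.43 and 3.78 FPKM in HL60/MX2. SPI1 (90.4 to 51.6 FPKM) and CEBPA (23.5 to 14.8 FPKM), regulators of myeloid commitment, were within 2-fold. Stem and progenitor markers had a median of -0.12 (percentile 50.9), whose sign changed among the alternatives (-0.41 to 0.05; -0.16 with the member at 0 at its limit). Of the 10 detected, HOXA9 (90 fragments in HL60 and 0 in HL60/MX2, at least 39.5-fold lower) and ITGA6 were lower, and ERG, at 0.348 and 2.28 FPKM, was higher. MYB was at 120 and 220 FPKM.

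The medians of the inflammatory, adhesion and antigen presentation lists were also lower, with part of the members of each within 2-fold. Cytokine and chemokine genes were lower in 21 of 29 cases and higher in 0, with a median of -2.03 (percentile 0; -2.33 with the member at 0 at its limit). Interleukin 8, listed as IL8, went from 530 to 52.4 FPKM, the chemokine receptor CCR2 from 39.2 to 0.203 FPKM and IL1B from 18.2 to 1.05 FPKM. In the adhesion and extracellular matrix list, 12 of 22 genes were lower and 1, the integrin subunit ITGA4, was higher, with a median of -1.08 (percentile 0, -1.47 to -0.63 among the alternatives). CD44 was 512-fold lower (331 to 838), and the integrin subunit ITGAX went from 45.4 to 1.41 FPKM. Of 16 genes of MHC class I presentation, 8 were lower and 1, the chaperone PDIA3, was higher, with a median of -0.91 (percentile 0). HLA-B went from 1242 to 97.3 FPKM. HLA genes resemble each other and vary between genomes, so fragments may be assigned to the wrong copy or lost, and this value is uncertain. The proteasome subunit PSMB9 went from 15.2 to 1.34 FPKM. Of 5 detected genes of MHC class II presentation, 4 were lower, CD74, CIITA, HLA-DRA and CTSS, with a median of -1.86 (percentile 1.89, -3.90 to -0.36 among the alternatives; -4.79 with the member at 0 at its limit). CD74 went from 66.9 to 0.378 FPKM, and the class II transactivator CIITA had 220 fragments in HL60 and 0 in HL60/MX2. Interferon-stimulated genes had a median of -0.80 (percentile 0.89, -1.23 to -0.27 among the alternatives; -1.26 with the member at 0 at its limit), with 9 of 22 lower and 2 higher. IRF7 went from 8.56 to 0.705 FPKM and IRF9, whose fragments were in part divided, from 10.3 to 0.995 FPKM. The higher members were the membrane proteins IFITM1, with 0 FPKM in HL60 and 13.7 FPKM in HL60/MX2, and IFITM2 (11.5 to 70.5 FPKM). These neighbouring genes resemble each other and their fragments were in part divided, so the values are uncertain.

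The medians of the protein folding, cell cycle, DNA repair and sterol synthesis lists were shifted upwards by small amounts, with most members within 2-fold. The heat shock and unfolded protein response list had the highest percentile (100), with a median of 0.67 and 6 of 28 genes higher, 0 lower and 22 within 2-fold. Asparagine synthetase (ASNS) went from 26.8 to 76.7 FPKM, and the chaperones HSPE1 and HSPH1 from 106 to 265 FPKM and from 34.2 to 83.2 FPKM, with some of their fragments divided. Cell cycle and proliferation genes had a median of 0.34 (percentile 99.0), with 3 higher, CCND1, CCND2 and TYMS, and 1 lower, CCND3, of 36. The D-type cyclins diverged: CCND1 went from 4.32 to 20.3 FPKM, CCND2 from 85 to 233 FPKM and CCND3 from 50.5 to 11.2 FPKM. DNA damage response and repair genes had a median of 0.24 (percentile 98.1), with 0 of 45 lower and 43 within 2-fold. The recombination gene XRCC2 (10.5 to 25.8 FPKM) was higher. The kinase ATM was at 132 and 68.0 FPKM. Cholesterol biosynthesis genes had a median of 0.36 (percentile 99.0). The reductase DHCR7 (9.60 to 27.6 FPKM) was among the higher members, and 1 of 23, the demethylase CYP51A1, was lower, at 17.8 and 0.117 FPKM. Mitochondrially encoded mRNAs had a median of 0.59 (percentile 99.0), with 4 of 12 higher, MT-ATP6, MT-CO2, MT-CYB and MT-CO3. MT-ND3 was listed at 85.1 and 0.0946 FPKM, from 156 and 0.23 fragments after division with another gene, so its value is uncertain. Of the ribosomal protein genes in the fixed list (median 0.34, percentile 92.4), 48 of 48 were within 2-fold, and RPL21, which is not in that list, went from 2527 to 5627 FPKM. Housekeeping genes had a median of 0.30 (percentile 82.3), with the transferrin receptor TFRC higher, at 118 and 384 FPKM, and ACTB at 3270 and 1961 FPKM. Replication-dependent histones had a median of -0.25 (percentile 0.05), with 2 of 23 lower, HIST1H1D and HIST1H3D, and 2 higher, HIST1H2BB and HIST1H2BG. Histone genes are near-identical and their mRNAs mostly lack a poly(A) tail, so values such as those of HIST1H1D (186 to 1.24 FPKM) and HIST1H2BB (3.81 to 259 FPKM) are uncertain.

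Genes of cell death, detoxification and metabolism gave lists that lay within the central range of random lists, with differences in single members. BCL2 family and apoptosis genes were lower in 8 of 30 cases and higher in 0, with a median of -0.28 (percentile 6.60). The anti-apoptotic BCL2A1 went from 76.6 to 7.36 FPKM, and the pro-apoptotic PMAIP1 and BMF from 42.6 to 5.46 FPKM and from 11.7 to 0.979 FPKM. The cell cycle inhibitor CDKN2A was at 11.8 and 22.2 FPKM. Glutathione and xenobiotic metabolism genes were lower in 8 of 33 cases and higher in 2, CYP1A1 and CAT, with a median of -0.26 (percentile 3.52, -0.43 to -0.10 among the alternatives; -0.28 with the member at 0 at its limit). Carboxylesterase CES1 (87.4 to 7.32 FPKM) and CYP1B1 (54.1 to 4.02 FPKM) were among the lower ones. In the cytarabine and nucleoside list (median 0.09, percentile 61.0, 0.01 to 0.28 among the alternatives), cytidine deaminase (CDA) went from 31.5 to 1.02 FPKM and SAMHD1, which degrades deoxynucleotides, from 92.2 to 11.4 FPKM with some fragments divided, while TYMS and the transporter SLC28A3 were higher. Solute carriers had a median of 0.06 (percentile 50.3, -0.03 to 0.07 among the alternatives) and 0.06 with the member at 0 at its limit. Of 18, SLC2A6, SLC43A2, SLC16A3 and the glucose transporter SLC2A3 (87.0 to 16.0 FPKM) were lower, and SLC7A1, SLC16A1 and the amino acid transporter SLC7A5 (20.9 to 54.2 FPKM) were higher. For glycolysis the median was 0.19 (percentile 67.5, -0.09 to 0.25 among the alternatives), with HK1 (30.4 to 1.44 FPKM), HK3 and ALDOC lower. Branched-chain amino acid degradation had a median of 0.17 (percentile 86.9, 0.08 to 0.20 among the alternatives). The aminotransferases BCAT1 (39.3 to 99.0 FPKM) and BCAT2 (9.88 to 26.2 FPKM) and the carboxylase subunit PCCA (0.350 to 35.2 FPKM) were higher, and the thiolase ACAA2 (35.4 to 0.0358 FPKM) was among the lower members.

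The study was about m7G methylation of mRNA, and most genes listed here as m7G writers, cap-binding and decapping proteins were within 2-fold. This held for 21 of the 24 detected, and the median was 0.24 (percentile 94.3). METTL1, the methyltransferase, had 101 fragments in HL60 and 219 in HL60/MX2, 1.65-fold higher (1.30 to 2.11). Its partner WDR4 was 1.56-fold higher (1.35 to 1.80), and the cap methyltransferase RNMT was 1.48-fold higher (1.39 to 1.56). The cap-binding protein EIF4E3 (9.48 to 1.33 FPKM) and the decapping enzyme NUDT16 (198 fragments and about 2, in part divided) were lower, and CYFIP1 (10.9 to 24.5 FPKM) was higher. The m6A and m5C genes had a median of 0.12 (percentile 79.3, 0.02 to 0.13 among the alternatives), with the DNA methyltransferase DNMT3A (13 to 5.89 FPKM) and TET2 (32.9 to 15.1 FPKM, with some fragments divided) lower and TET1 (0.570 to 3.06 FPKM) higher of 27. The study chose the tabulated methylation genes in this pair of cell lines, so their direction is not independent evidence. Of the 15 genes tabulated with the most increased methylation, 7 were detected. Among them ALDH1B1 (9.27 to 22.9 FPKM) was higher and LY9 was lower. LY9 had 116 and 0 fragments, 50.8-fold lower against 3 fragments (exact interval from 40.7-fold). GNB1 was at 141 and 154 FPKM, ARAF at 20.3 and 18.2 FPKM, TRAPPC10 at 34.6 and 28.6 FPKM, GTF2A2 at 41.4 and 63.9 FPKM and FAM129A at 19.7 and 31.6 FPKM. Their median was 0.13 (percentile 66.9, -0.03 to 0.13 among the alternatives), and 0.13 with the member at 0 at its limit. Of the 15 genes tabulated with the most decreased methylation, 8 were detected. Among them HERC4 (72.9 to 33.4 FPKM) was lower and 0 were higher. ERCC6, whose fragments were in part divided, SNX8 and SPAG5 had log2 ratios of -0.92, -0.70 and -0.06, and ERP44, TCF4, TAF1A and DROSHA of 0.14, 0.57, 0.59 and 0.60. Their median was 0.04 (percentile 60.6, -0.16 to 0.14 among the alternatives). Of 26 axonemal dynein and cilium genes, 5 were detected, all within 2-fold of FPKM + 1 (median -0.62, percentile 27.9, -1.12 to 0.35 among the alternatives; -0.40 with the member at 0 at its limit). By count, DNAH1 was 2.63-fold lower (2.32 to 3; 709 fragments in HL60), and DNAH17 had 57 fragments in HL60 and 1 in HL60/MX2.

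Markers of other cell types were detected in few cases. Mast cell, basophil and eosinophil markers had 6 detected members, with the eosinophil granule protein PRG2 (3.10 to 120 FPKM) and CLC (11.4 to 26.4 FPKM) higher and FCER1G (94.3 to 7.62 FPKM) and CCR3 lower. Their median was 0.68 (percentile 99.6; 1.55 with the member at 0 at its limit), and it ranged from -0.55, when only genes at 1 FPKM or more were kept, to 1.32 among the alternatives. Part of the PRG2 fragments in HL60 were divided with another gene. B cell markers had 8 detected members and a median of 0.64 (percentile 99.6; 0 to 1.85 among the alternatives), with BANK1 (0.0810 to 2.95 FPKM), CD79A (0.221 to 3.14 FPKM) and TNFRSF13C higher, at low levels, and FCRL1 (4.38 to 0.275 FPKM) and CD38 (47.5 to 16.2 FPKM) lower. Fewer than 5 members were detected of the T and NK cell list (3), the erythroid and megakaryocyte list (2), the epithelial, fibroblast and endothelial list (3) and the genes of unrelated tissues (4), so these were not compared with random lists. In the first of these NCAM1 (0 to 2.24 FPKM) was higher, and in the second EPOR (8.54 to 2.96 FPKM) was lower. Among the 34 lists that were, 9 lay below the central 95% of random lists and 7 above it.

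**Figure D2:**
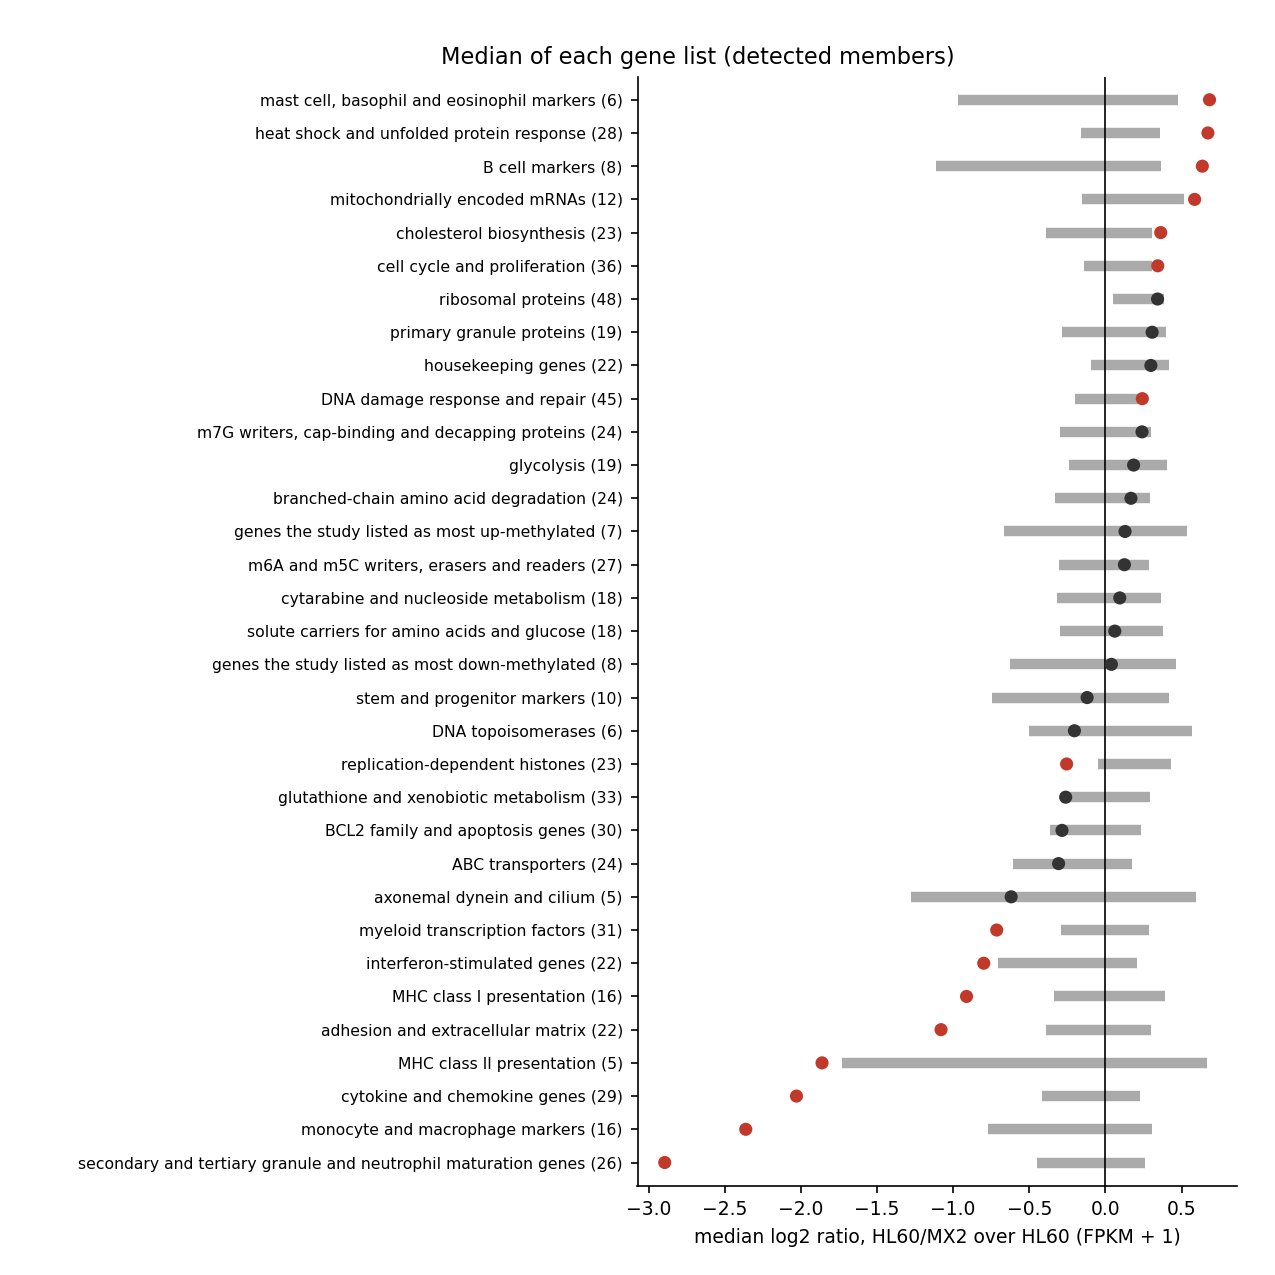
Median log2 ratio of HL60/MX2 over HL60 (FPKM + 1) on the x axis for most of the gene lists with at least 5 detected members, with the number of detected members in brackets. Points are list medians, drawn red outside and black inside the grey bars, which span the central 95% of 10000 random lists matched on expression. The medians run from -2.89 for neutrophil maturation genes to 0.68 for mast cell, basophil and eosinophil markers.

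Most of the other genes with extreme ratios were outside the lists above. Haptoglobin (HP) had 1993 fragments in HL60 and 0 in HL60/MX2, 874-fold lower against 3 fragments (exact interval from 710-fold). The lipid enzymes LPL (3452 and 4 fragments) and arachidonate 5-lipoxygenase (ALOX5, 1267 fragments and 1) were also among the 15 lowest, as were cathepsin Z (CTSZ, 84.0 to 0.234 FPKM), PADI4 (140 to 1.72 FPKM), HIST1H4D (293 to 2.2 FPKM) and the cohesin subunit STAG3 (72.4 to 0.114 FPKM). At the other end were AFF2 (38 and 4994 fragments, 99.9-fold higher, 72.7 to 141), CREB5 (10 and 2267 fragments), PCCA (2 and 357 fragments, a ratio of 136 with an interval of 37.3 to 1125), the cancer-testis antigen MAGEB2 (1.05 to 40.6 FPKM) and the peroxidase PRDX2 (5.49 to 98.5 FPKM). The magnesium transporter MAGT1 (0.191 to 45.2 FPKM) and the interleukin receptor IL23R (1.77 to 52.6 FPKM) were also high, as were the histone gene HIST1H3C (0.926 to 222 FPKM), SNURF (0.662 to 28.1 FPKM) and RP11-603J24.9 (0.00158 to 40.7 FPKM). The fragments of MAGT1, IL23R, STAG3, SNURF and RP11-603J24.9 were in part divided with other genes, so their values are uncertain. A gene was called silent in a library at 3 fragments or fewer, where the other library had 5 FPKM or more. By this measure 142 genes were silent in HL60/MX2 and 11 in HL60. The first group included HP, CD14, S100A12, ALOX5, ACAA2 and ARG1, and the second PCCA and IFITM1. Some of these calls rest on few or divided fragments. In the first group AC007382.1 had 4 and 1 fragments (ratio 5.26, interval 0.521 to 259) and AL590714.1 had 5 and 0. The fragments of MT-ND3 and IFITM1 were in part divided. Among genes with whole fragments in both libraries, 127 were silent in HL60/MX2 and 7 in HL60. Genes named outside the fixed naming rule, such as ARG1 here, members completing small counts and examples from genomic blocks, were chosen after their values were seen.

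Along the genome, genes that were lower or higher together lay in 10 blocks, 6 lower and 4 higher, found among 10965 genes. The strongest lower block was on the long arm of chromosome 18 (32820994 to 61687013), where 63 genes from ZNF397 to SERPINB8 had a median log2 ratio of -1.26 and 93.7% lay below 0. On chromosome 14 (24563262 to 45604522), 62 genes from PCK2 to FKBP3 had a median of -1.10. On chromosome 3 (25824408 to 40532544), 42 genes from OXSM to ZNF619 had a median of -1.05, and 97.6% lay below 0. Chromosome 1 held a pair of lower blocks, with 36 genes at 36065142 to 40229586 (median -1.02) and 30 genes at 156698234 to 161039760 (median -1, with 100% of genes below 0). The last lower block, 26 genes on chromosome 19 (53837002 to 55402786, median -1.01), contains the leukocyte receptor genes LILRA5 and LILRB2 and was overlapped by 0 of the 3 alternative block searches. Higher blocks covered much of chromosome 13, with 53 genes at 21547175 to 38937756 (median 0.58) and 52 genes at 49550048 to 96296960 (median 0.62). The others were on chromosome 3 (12525920 to 16391806, 25 genes, median 0.74) and chromosome 5 (102455853 to 124084500, 36 genes, median 0.54). TOP2B lay just outside the lower block of chromosome 3 in this search, but inside the wider lower blocks found there with windows of 50 genes (15469105 to 48481866) and with genes at 5 FPKM or more (23958082 to 44450943). With windows of 50 genes a higher block (3168617 to 32524559) spanned TOP2B as well, and with windows of 15 genes no lower block was found on chromosome 3. Its neighbour NGLY1 was at 38.8 and 26.8 FPKM, and on its other side NR1D2 (3.87 to 18.1 FPKM), RPL15 (1188 to 2047 FPKM) and UBE2E1 (124 to 200 FPKM) were higher. Per chromosome, the median was highest on chromosome 13 (0.49) and chromosome 15 (0.31) and lowest on chromosome 18 (-0.41) and chromosome 10 (-0.23).

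**Figure D3:**
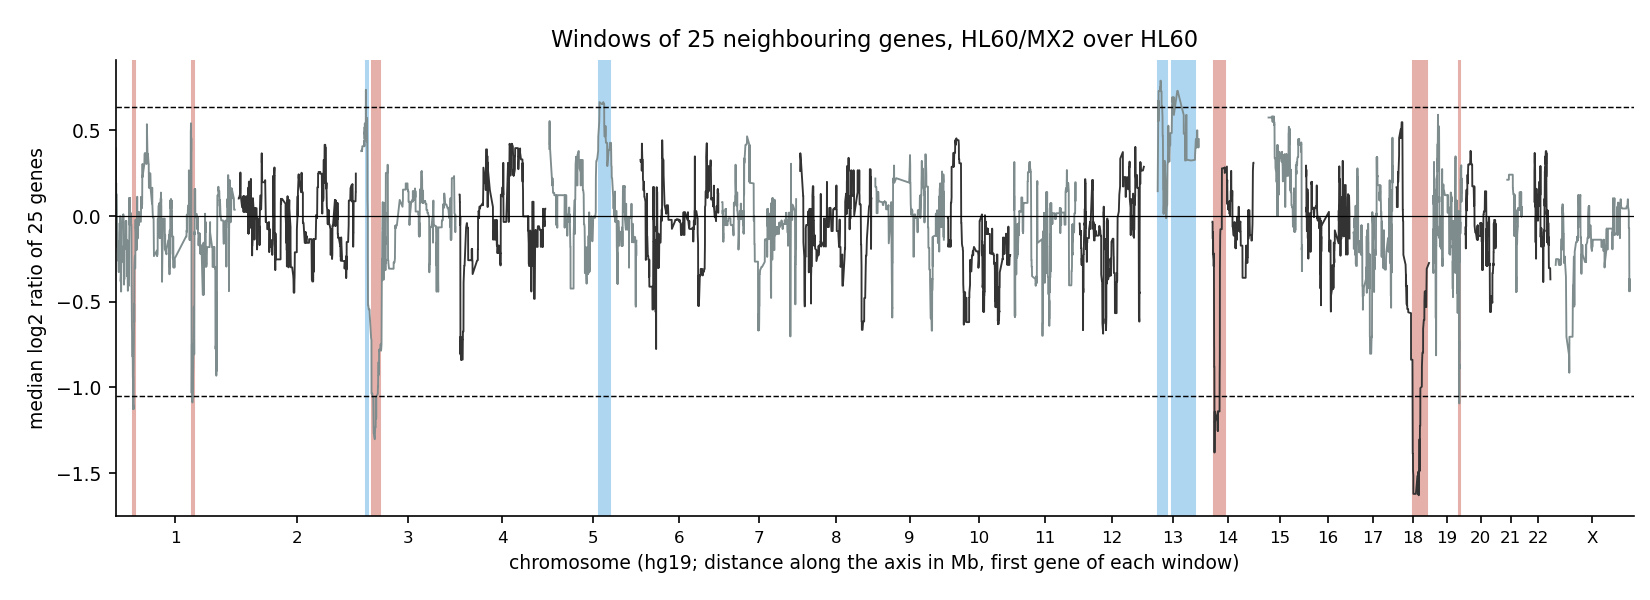
Median log2 ratio of HL60/MX2 over HL60 in windows of 25 neighbouring genes (y axis) at the hg19 position of the first gene of each window (x axis, chromosomes 1 to 22 and X in order). Dashed lines mark an upper limit of 0.63 and a lower limit of -1.05, set separately so that 95% of 1000 random gene orders stayed within each. Shading marks the 6 lower (red) and 4 higher (blue) blocks. The lowest windows are on chromosome 18, at -1.63, and the highest on chromosome 13, at 0.79.

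The 10 most abundant genes held 7.96% of the summed FPKM in HL60 and 8.57% in HL60/MX2. In HL60 they were led by S100A8, S100A9 and EEF1A1 (4657 FPKM), and in HL60/MX2 by MT-CO3 (9828 FPKM), RPL21 (5627 FPKM) and EEF1A1 (5540 FPKM). Mitochondrially encoded mRNAs made up 3.60% of the summed FPKM in HL60 and 5.66% in HL60/MX2.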

Values the study reported

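The study reported that 4801 genes differed in mRNA expression between HL60/MX2 and HL60 cells. Of these, 1451 were upregulated and 3350 were downregulated in HL60/MX2 cells.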

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

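Scaled counts in place of FPKM, genes with whole fragments only and folds without a pseudocount were chosen after the data were seen, and the other alternatives before. The number of higher genes, 657 as reported, was 1005 with a pseudocount of 0.1 FPKM, 1040 without a pseudocount, 1908 at a 1.5-fold threshold and 101 at a 4-fold threshold. The number of lower genes, 1771 as reported, was 3155 at the 1.5-fold threshold and 597 at the 4-fold threshold. All other settings left both numbers within 1.5 times of the reported ones, and in every setting more genes were lower than higher. The median log2 ratio of all genes was 0 without a filter on low values, -0.01 (-0.00692) with a filter at 5 FPKM, and -0.16 (-0.165), -0.10 (-0.0982) and -0.12 (-0.119) with the libraries rescaled to the same sum, to a median of 0 for well expressed genes and by the upper quartile. Without mitochondrially encoded genes, the 10 most abundant genes held 7.75% of FPKM in HL60 and 7.62% in HL60/MX2. The median of the mast cell, basophil and eosinophil list was -0.55 (-0.554) with a filter at 1 FPKM, which left 4 members. For the other shifts the cause was not tested.

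Over 336 alternative values of list medians, 328 stayed within the 95% interval of the median set by the list members, 7 lay outside it, and 1, the mast cell list, changed sign among the lists outside the central range. The neutrophil maturation median ranged from -4.17 to -2.31, the monocyte median from -4.08 to -2.13, the interferon-stimulated median from -1.23 to -0.27, the MHC class II median from -3.90 to -0.36, the heat shock and unfolded protein response median from 0.44 to 0.72, the m7G median from 0.12 to 0.27 and the ABC transporter median from -0.43 to -0.06. Over 1596 alternative values of 168 named genes, 160 moved beyond counting error, and 0 changed sign among genes at least 2-fold different. Block medians stayed within the interval set by their genes in 100 of 100 cases, and the number of blocks ranged from 4 to 7 lower and from 3 to 6 higher. No value was computed for protein-coding genes alone or for the most abundant transcript, because the table lists protein-coding genes and no transcripts, nor for calls from the authors' own test columns. With 1 library per line, depth limits the comparison mainly for genes of few fragments, such as ABCG2.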

Other observations

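The test for blood monocytes mixed into the culture and the test of library depth below were chosen only after the results were seen, as were the use of the deposited pathway annotation and the alternative with estimated counts. Among its 218 pathways with at least 15 detected genes, the highest medians belonged to one carbon pool by folate (0.60, 18 genes), DNA replication (0.57, 24 genes), cysteine and methionine metabolism (0.49, 33 genes) and ribosome biogenesis (0.45, 69 genes). Each lay at or above the 99.95 percentile of 2000 random lists matched on expression. In DNA replication, 0 genes were at least 2-fold higher and 1 was lower, so the median reflects many small differences, led by LIG1, MCM5, MCM4 and FEN1. The lowest medians belonged to Malaria (-1.75, 18 genes), Staphylococcus aureus infection (-1.67, 24 genes), Leishmaniasis (-1.40, 33 genes) and hematopoietic cell lineage (-1.27, 36 genes). Inflammatory bowel disease (-1.21, 15 genes) and osteoclast differentiation (-1.12, 87 genes, 45 of them lower and 0 higher) came next. These pathways share genes and are not separate observations. TLR2 and CR1 were among the leading genes of Malaria and Leishmaniasis, and C3 among those of Staphylococcus aureus infection and Leishmaniasis. Other leading genes, such as FPR1, ITGAM, NCF1, CSF3R and CD14, are in the maturation and monocyte lists above. The Notch pathway (-0.70, 39 genes) and arachidonic acid metabolism (-0.88, 25 genes) were also low.

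At the study's fold and FPKM thresholds, with no pseudocount and without the p-value criterion, 1040 genes were higher and 2483 lower, 3523 in all. Without the FPKM threshold, 1970 genes were higher and 4414 lower, 6384 in all. The counts quoted from the study above are larger than the first set and smaller than the second. A p-value criterion can only remove genes, so the study's stated screen would give at most the first set from these FPKM values. The quoted counts were therefore not reproduced from them, and the reason was not determined.

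The lower level of neutrophil maturation and monocyte genes was weighed against technical explanations. Rescaling the libraries left the pooled median of 42 genes at -2.69 or below in each of 3 rescalings. A scaling error would shift all genes alike, but the median of all detected genes was -0.07. Both values argue against library scaling as the cause. Estimated counts in place of FPKM gave -3.27, which argues against the division of fragments among the transcripts of a gene. The counts were deposited beside the FPKM values, so both could share an error in assigning fragments to genes. Blood monocytes mixed into the HL60 culture would bring abundant MHC class II mRNA, but the median of 5 such genes in HL60 was 0.000661% of the LYZ level, and the highest, CD74, was 2.76%. A less mature myeloid state of HL60/MX2 cells than of HL60 cells stays open as an explanation, as primary granule genes went both ways (5 higher and 4 lower of 19) and the stem and progenitor median was -0.12. With 1 culture per line, a difference between cultures unrelated to drug resistance could not be separated from it.

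The lower blocks of neighbouring genes may reflect fewer gene copies in HL60/MX2 cells, but copies were not measured here, and a chromatin change over a whole region would give the same values. Blocks found from every other gene were measured on the genes held out: pooled over 4 such blocks, the upper quartile of 148 held-out genes differed by -0.66 from that of held-out genes elsewhere, as a loss shared by most genes would predict, but the chromosome 1 block was weaker, with 67.9% of 28 held-out genes below 0. After leaving out list members and genes at least 4-fold lower, the pooled difference in medians was still -0.71. After subtracting the median of genes of like GC content it was -0.79. So neither the listed genes and those at least 4-fold lower nor GC content accounts for the pooled difference. Myeloid genes outside the lists and less than 4-fold lower were kept, so their part in it was not tested. Single blocks were not tested alone, and the lower blocks on chromosome 1 from RRNAD1 to ARHGAP30 and on chromosome 19 were not in the pool. TOP2B, outside the chromosome 3 block of the main search but inside the one found from every other gene (16844159 to 45267779), had a log2 ratio of -3.39 against a held-out median of -0.73 there.

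Genes silent in HL60/MX2 outnumbered those silent in HL60, with 142 against 11. Depth does not account for this, because the HL60/MX2 library held 1.34 times the fragments of the HL60 library. Among genes with whole fragments in both libraries the ratio of the counts was 18.1, which argues against division of fragments between overlapping genes. Of the 142 genes, 4.23% lay inside the lower blocks, against 2.55% of all genes at 5 FPKM or more in HL60, which argues against loss of those regions as the main source. Members of the fixed lists made up 16 of the 142, a share that was not compared with that of all detected genes. The lists do not hold every myeloid gene, so this count does not show how many of the 142 are myeloid. The source of the difference stays open.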
